A study of Mus musculus with 57 samples.

How the data were processed

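Livers of 57 mice were analysed, 40 given 1 of 7 toxicants and 17 given a vehicle. Per the labels' protocols, mice aged 6 weeks were acclimatised for 1 week, fasted for 12 h, dosed, and killed 24 h later. RNA came from the outer left lateral lobe after perfusion. Libraries were made with the TruSeq stranded mRNA kit and sequenced single-end on a NovaSeq instrument, per the labels' protocols. The vehicles were 0.5% methylcellulose, saline and corn oil. Control mice received methylcellulose by gavage or saline by injection, and no sample is a corn oil control. Compounds were set against the vehicle of the same route. A compound given in corn oil would thus differ from its control in vehicle as well. The rest of each liver went to flow cytometry, which was not used here.

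The deposited table holds estimated counts per gene, 1 column per sample, for 54307 versioned Ensembl mouse gene IDs. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the header. Column totals differ between samples, from 13826343 to 35075809, so the values had not been scaled to a common total. Over 5320 genes with a single transcript, the smallest value above 0 fell with transcript length (Spearman's rho -0.952 across genes, which are not independent). The values therefore look corrected for gene length, which no header or label states. A read in a short gene thus weighs more than a read in a long gene, and counting intervals that assume whole reads were not computed. Symbols came from a table of GENCODE M21 names, which matched 51482 IDs and left 2825 without a symbol. Transcript lengths came from the same release. The IDs are newer than that release, so no coordinates are given.

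The group and the replicate number of each sample were taken from the sample descriptions. The design allowed for several units, and the branch for counts was used because the values proved to be estimated counts. Values were rounded to whole numbers for edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 and the data.table package (version 1.17.8). Each comparison was fitted by itself on its 2 groups, with TMM scaling, filterByExpr and the quasi-likelihood test, two-sided, without covariates. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called. Fold changes are given with standard errors derived from the F statistic. Means per group are in CPM, the TMM-scaled estimated counts brought to a common library total. A fold against a group whose samples are all at or under 3 estimated counts is computed against that floor. It is a lower bound only where 1 read is worth no more than the floor. In genes with a single transcript of 200 to 500 nt, the median smallest value above 0 was 5.30. Such folds are therefore not lower bounds in genes under 500 nt.

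Genes named as results for the compounds are the 30 genes of a fixed panel, the genes of the 10 marker sets, and genes found by a rule. The rule takes, for each compound, the 2 genes with the largest rise and the 2 with the largest fall. It uses called genes whose treated mice all lie beyond every control mouse. These sets, the groups, the tests of the main comparisons and some of the alternatives were chosen before the data were examined. The same rule among genes with a transcript of at least 500 nt was added later. Outside these sets, the genes called between vehicle groups were named after their values were seen. Xist, mt-Atp8, Ddx3y, Uty, Kdm5d and Eif2s3y also lie outside them.

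The replicate numbers in the labels name different animals. Whether they pair mice across groups was checked by the correlation of deviations from the group means between same-numbered mice. Results with the number as a block are given beside those without it where this correlation was beyond 0.1 in size and at least 2 numbers were shared, and otherwise only in the account of the alternatives. After a difference between gavage mice numbered 1 to 4 and the other 9 was seen, the comparisons were repeated with this range as a covariate and within each range.

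Marker scores are the mean over a set of log2(CPM + 1), centred on the mean of all 57 samples. Groups were compared by two-sided permutation tests of the difference of means, with the smaller tail doubled. All divisions were enumerated, up to 77520, so that the tests are exact. Adjusted p-values cover the 40 tests of the gavage compounds. In the repeat, labels were permuted within each range, and the differences within the ranges were averaged with weights from the group sizes. Spread is the root mean square deviation from the group mean per degree of freedom and gene. Spread and distance use log2(CPM + 1) of genes with a mean of at least 1 CPM.

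The test was tried on simulated whole counts drawn from the real means, dispersions and library sizes. In these, 200 genes with a mean of at least 1 CPM were changed by known folds, each with an absolute log2 fold change above 1. Smaller changes, and changes in as many genes as the real comparisons called, were not simulated, so the rates hold for that setting alone. At the 7 pairs of group sizes it recovered 50.3% to 95.5% of the changed genes tested, and 1.54% to 8.26% of its calls were false. DESeq2 1.42.0 on the same data had 14.3% to 28.8% false calls. Alternatives tried were DESeq2, limma with pseudocounts of 1 and 0.1, quantile normalization, array quality weights, median-of-ratios and library-total scaling, other filters on low values, a single fit of all 57 samples, all 17 vehicle mice as controls, the replicate block, the range of replicate numbers and leaving out single mice. Figures were drawn with matplotlib 3.10.9.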

Results

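Bulk RNA-seq was measured in 57 livers of male C57BL/6JJcl mice, taken 24 h after a single administration of 1 of 7 liver toxicants or of a vehicle. The toxicants were alpha-naphthyl isothiocyanate (ANIT, 4 mice), acetaminophen (APAP, 6), 4,4'-methylene dianiline (MDA, 7), thioacetamide (TAA, 5), carbon tetrachloride (CCl4, 7), galactosamine (GAL, 4) and the plant lectin concanavalin A (ConA, 7). The 17 vehicle mice comprised 13 given methylcellulose by gavage, 2 given saline intraperitoneally and 2 given saline intravenously. The series was generated to assess and tune reference-based deconvolution, the estimation of cell-type proportions from the expression of a whole tissue. ANIT, APAP, MDA and TAA were compared with the gavage controls, CCl4 and GAL with intraperitoneal saline, and ConA with intravenous saline. The labels also name corn oil as a vehicle, and no control received it. For a compound given in corn oil, effects of compound and vehicle could not be told apart.

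The table held estimated counts for 54307 genes. Totals per sample ranged from 13826343 to 35075809 estimated counts with a median of 21532116, and between 15081 and 19957 genes had an estimated count of at least 1. Mitochondrial transcripts made up 5.11% to 39.3% of the total, with a median of 14.5%. A single gene, mt-Atp8, held 2.46% to 30.3% of the total. As the values look corrected for gene length, the mitochondrial percentage is not a share of reads. Because a single read counted for more in a short gene than in a long gene, the values are not whole reads, and binomial intervals were not computed. Within groups, Pearson's r of log2 expression between mice lay between 0.899 and 0.977, and 0 pairs of samples held identical values. The female-specific transcript Xist stayed at or below 1.68 estimated counts in all samples, and the Y-linked Ddx3y reached at least 40.8.

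The first comparison asked how far the vehicle groups differed from each other. With edgeR's quasi-likelihood test and an adjusted p under 0.05, 2 of 15219 genes differed between intraperitoneal saline and gavage, and 4 of 15199 between intravenous saline and gavage. At an unadjusted p under 0.05 these numbers were 570 and 580. Among the alternatives without a block the counts rose most with DESeq2, to 114 and 75 genes. For intravenous saline, same-numbered mice of the 2 groups had deviations correlated at -0.162, and the fit with the replicate number as a block, which left 1 residual degree of freedom, called 218 genes, 3 of them shared with the fit without the block. The genes called for intraperitoneal saline were 1700030K09Rik, with a log2 fold change of 2.76 ± 0.35 (SE), and Gm22009, which was at 0 in 1 saline mouse and at 157 CPM (TMM-scaled estimated counts relative to a common library total) in the other. Those called for intravenous saline were H3f3aos, Lepr, Greb1l and Gm6794. Greb1l stood at 0.297 and 8.08 CPM in the 2 saline mice and Lepr at 29.9 and 4.73. All 6 were named after their values were seen.

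The gavage controls also differed among themselves by replicate number, in a division chosen after the data were seen. The 4 mice numbered 1 to 4 differed from the other 9 in 321 of 13764 genes (83 higher, 238 lower). Divided by number at other places, with at least 3 mice on each side, the 13 mice gave 0 to 26 genes (1293 at an unadjusted p under 0.05 beside the 0), apart from 210 genes between the 9 mice numbered up to 12 and the 4 mice with higher numbers. The comparisons below were therefore also made within the numbers 1 to 4 and within the numbers above 4. The division after number 12 was not modelled. No treated mouse is numbered above 12, and the numbers above 4 pool gavage mice from both sides of that division. Keeping the ranges apart thus does not remove all differences that go with the number. All 4 ANIT mice are numbered 1 to 4, and all saline mice are numbered 7 or 8. Against the 9 gavage mice numbered above 4, intraperitoneal saline differed in 0 genes (525 at an unadjusted p under 0.05) and intravenous saline in 1 (418).

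Against the gavage controls, ANIT changed 3967 of 14072 genes (1965 higher, 2002 lower). APAP changed 4436 of 13939 (2407 higher, 2029 lower), and MDA 4570 of 13522 (2354 higher, 2216 lower). TAA changed 7247 of 14360 (3795 higher, 3452 lower). With an absolute log2 fold change of at least 1, the counts were 1680, 1915, 1432 and 3619. The TAA count fell to 4632 when genes with a mean CPM under 5 were left out. Same-numbered TAA and gavage mice had deviations correlated at 0.117, and with the replicate number as a block TAA changed 4869 genes (2624 higher, 2245 lower), of which 4607 were shared with the fit without the block. With the range of replicate numbers (1 to 4, or above) as a covariate, the counts were 2684 for ANIT, 4388 for APAP, 4675 for MDA and 7516 for TAA, of which 2369, 4080, 4280 and 7167 were shared with the fit without it. Among mice numbered 1 to 4 alone the counts were 1688, 824, 1292 and 2689, and among mice numbered above 4 they were 2984 for APAP, 3020 for MDA and 7085 for TAA. Of the genes called over all mice and tested within a range, at least 99.0% had the same direction there. The calls came in part from these same mice, so agreement in direction was partly built in and is no independent support.

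Scaling to the library total in place of TMM moved the share of higher calls by more than 10 percentage points for ANIT and APAP. ANIT then had 822 higher and 2651 lower genes, with the median log2 fold change of all genes shifted by -0.22. APAP had 2937 higher and 1113 lower, with a shift of 0.16. MDA had 1560 higher and 1947 lower, and TAA 3432 and 3009.

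Against the saline controls, CCl4 changed 5152 of 15365 genes (2759 higher, 2393 lower), GAL 4416 of 15509 (1981 higher, 2435 lower) and ConA 4827 of 14132 (2381 higher, 2446 lower). The counts with an absolute log2 fold change of at least 1 were 3112, 3643 and 4246. These comparisons rest on 2 control mice each. With all 17 vehicle mice as controls, the counts were 7582, 8014 and 9384. Among mice numbered above 4 they were 4922, 4929 and 3075, of which 4729, 3735 and 2964 were shared. No saline mouse is numbered 1 to 4, so the comparison could not be made in that range. The division into higher and lower calls depended on the scaling. With the library total alone, CCl4 had 4565 higher and 1100 lower genes (median shift 0.43), GAL had 5515 higher and 844 lower (0.76), and ConA had 1101 higher and 3752 lower (-0.59). In simulated data, 200 genes were changed, each by an absolute log2 fold change of at least 2. Smaller changes, which many of the real calls had, were not simulated. The test recovered 92.9% to 95.5% of the changed genes that it tested at the group sizes of the gavage comparisons. It recovered 77.9% for CCl4, 64.3% for ConA and 50.3% for GAL.

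**Figure D1:**
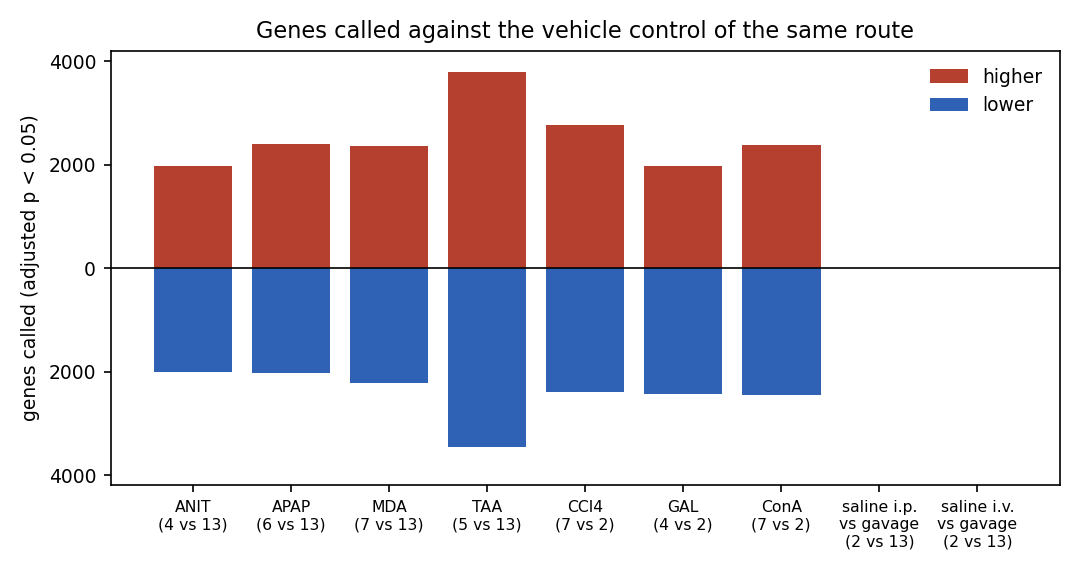
Number of genes called at an adjusted p under 0.05 in each comparison (bars above 0, higher; bars below 0, lower; mice per group in parentheses). TAA shows the most calls, 3795 higher and 3452 lower, and the 2 and 4 genes called between vehicle groups are too few to see.

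Among called genes whose treated mice all lay beyond every control mouse, the strongest changes were as follows. In ANIT livers, E030018B13Rik (ENSMUSG00000095061) rose from 0.0483 ± 0.0905 (SD, n = 13) to 13.99 ± 5.35 CPM (SD, n = 4), a log2 fold change of 8.40 ± 0.57 (SE, edgeR adjusted p 5.84e-08). Fgf21 (ENSMUSG00000030827) rose from 0.713 ± 0.795 to 106 ± 99.6, by 7.17 ± 0.57 (adjusted p 2.94e-07). Hsd3b5 (ENSMUSG00000038092) fell from 89.3 ± 36.1 to 0.101 ± 0.203, a log2 fold change of -9.85 ± 0.83 (adjusted p 4.41e-07), and 1700092C10Rik was at least 9.15-fold lower. The size of some of these changes depended on the range of replicate numbers. With it as a covariate, the log2 fold change was 6.85 for E030018B13Rik, 8.81 for Fgf21 and -10.39 for Hsd3b5. For 1700092C10Rik it was -8.07, nearly the same as the log2 fold change without the covariate. The 9.15-fold given above for that gene is a fold against the floor, which is not comparable with this value. Each of these genes was still called. MDA shared 2 of these genes. E030018B13Rik rose by 7.89 ± 0.55 and Hsd3b5 changed by -9.07 ± 0.50. Cidec (ENSMUSG00000030278) rose from 0.772 ± 0.395 (SD, n = 13) to 48.5 ± 29.4 (SD, n = 7), and Ccl21a, a gene with near-identical copies whose estimate is uncertain, was at least 6.75-fold lower.

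In APAP livers, Mt3 (ENSMUSG00000031760) and Gml2 (ENSMUSG00000068600) rose by 8.37 ± 0.79 and 7.46 ± 0.83 on the log2 scale. Their spread between mice was as large as their means, 6.74 ± 7.44 and 5.22 ± 6.63 CPM (SD, n = 6). Gm45301 and Tbx3os1 changed by -5.79 ± 0.67 and -4.87 ± 0.74. In TAA livers, Gm7893 and Gm22748 were at least 741-fold and 269-fold higher, and Gm20708 and AC122818.3 were at least 12.8-fold and 6.21-fold lower. Gm7893 and Gm22748 have longest annotated transcripts of 225 and 136 nt, at which few reads give a large estimate. A single read can exceed the floor there, so their folds are not lower bounds.

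The same rule returned mostly such short genes where controls were 2 saline mice. In CCl4 livers the rule gave a 105-nt gene that shares its symbol with Ddit3 (ENSMUSG00000116429) and Gm22270, 3606-fold and 330-fold higher. Mir8114 and ENSMUSG00002076026 were 721-fold and 591-fold lower. In GAL livers it gave Mup22 and Gm24029, 4514-fold and 432-fold higher, and Gm10123 and Gm23497, 412-fold and 388-fold lower. Mup22 belongs to a family of near-identical genes, and against all 17 vehicle mice its log2 fold change was -0.02. In ConA livers the rule gave Gm3788 and ENSMUSG00000118839, 1717-fold and 1556-fold higher, and Gm28439 and Gm32872, 640-fold and 81.9-fold lower.

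Restricting the rule to genes with a transcript of at least 500 nt, a restriction chosen after these values were seen, returned the same genes for ANIT, APAP and MDA and replaced some genes for the other compounds. Fosl1 rose in TAA livers from 0.0474 ± 0.0724 (SD, n = 13) to 55.0 ± 7.23 CPM (SD, n = 5), a log2 fold change of 9.86 ± 0.39 (edgeR adjusted p 1.06e-12), and Gm45184 rose by 9.68 ± 0.46. In CCl4 livers, 9530034E10Rik and Slc7a11 were at least 289-fold and 137-fold higher, while Gm13775 and Car1 changed by -6.82 ± 0.96 and -5.22 ± 0.65. In GAL livers, 1700007K13Rik was at least 44.0-fold higher, and Gm37988 and Gm45941 at least 44.5-fold and 28.5-fold lower. In ConA livers, Csf3 and Fgf23 were at least 449-fold and 214-fold higher, and Pnpla3 was at least 29.0-fold lower.

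The next comparison asked which changes were common to the injury models. Of 12834 genes tested in all 7 comparisons, 148 were higher and 336 were lower with all 7 compounds. A further 1379 genes were called in opposite directions by different compounds, and 2383 were called with none. The count over both directions was 852 (301 higher, 551 lower) with all 17 vehicle mice as controls and 154 (45 higher, 109 lower) with an absolute log2 fold change of at least 1. With the range of replicate numbers as a covariate in the gavage comparisons it was 451 (125 higher, 326 lower). Of the genes named by the rule above, Cidec was higher with all 7 compounds, by 3.17 to 7.89 on the log2 scale, and Hsd3b5 was lower with all 7, with log2 fold changes from -9.85 to -3.54.

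Similarity of the responses was measured as Pearson's r of log2 fold changes across these genes, which are not independent replicates. The median over the 21 pairs of compounds was 0.47, and it moved most, to 0.57, when limma on log2(CPM + 1) supplied the fold changes. With the range of replicate numbers as a covariate it was 0.49. The pairs with the highest r were APAP and TAA (0.76), CCl4 and GAL (0.75) and ANIT and MDA (0.72), and each of these pairs shares its control mice. With all 17 vehicle mice as controls, r was 0.74, 0.62 and 0.70 for these pairs. CCl4 and GAL share 2 saline mice and were not compared without shared controls. The 7 pairs with a shared control group had a median of 0.56, and the other 14 pairs a median of 0.41. With gavage control mice not shared, r was 0.76 for APAP and TAA, 0.73 for ANIT and MDA, and 0.54 for MDA and TAA. It was 0.52 for APAP and MDA, 0.49 for ANIT and TAA, and 0.46 for ANIT and APAP. With sharing, these were 0.76, 0.72, 0.54, 0.56, 0.44 and 0.44. Pairs without gavage controls also moved in that setting, so small differences cannot be assigned to sharing. ANIT and GAL had the lowest r, 0.21. Among genes called with both compounds of a pair, 2655 changed in the same direction and 2 in opposite directions for ANIT and MDA, against 1171 and 317 for ANIT and GAL.

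**Figure D2:**
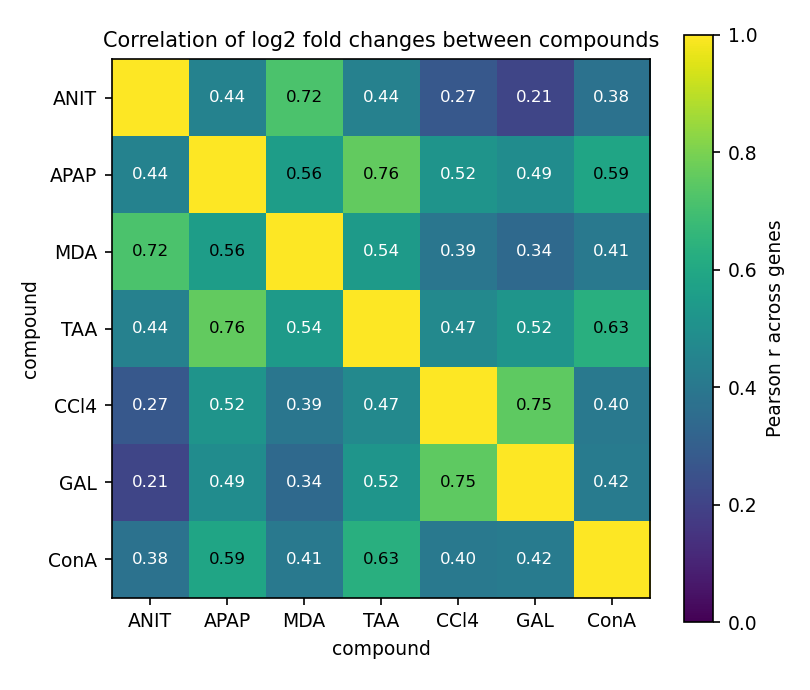
Pearson's r across 12834 genes between the log2 fold changes of each pair of compounds, printed in each cell. Values run from 0.21 for ANIT and GAL to 0.76 for APAP and TAA.

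A panel of 30 genes of drug metabolism, stress, inflammation and fibrosis had been fixed in advance. The number called over all genes tested, with the number called when p was adjusted over the panel alone, was 17 and 19 for ANIT, 25 and 25 for APAP, and 21 and 23 for MDA. It was 23 and 24 for TAA, 21 and 22 for CCl4, 17 and 17 for GAL, and 17 and 19 for ConA. Hmox1, Cdkn1a and Mt1 were higher with all 7 compounds. Against all 17 vehicle mice, Mt1 was no longer called for CCl4 and GAL. Hmox1 rose most with TAA, from 35.03 ± 8.92 (SD, n = 13) to 435 CPM, by 3.69 ± 0.16 on the log2 scale (edgeR adjusted p 2.76e-12). Cdkn1a rose by 2.01 ± 0.20 with CCl4 and by 4.33 ± 0.28 with ConA.

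Other panel genes separated the compounds. Lcn2 rose with 6 compounds, up to 7.84 ± 0.41 for ConA, and had a log2 fold change of -2.19 ± 0.62 with GAL. That fall with GAL no longer passed the threshold with scaling to the library total. Cxcl9 rose by 7.48 ± 0.65 with ConA and was lower with 4 compounds, while Acta2 was higher with APAP (3.73 ± 0.57), TAA (3.90 ± 0.41) and CCl4 (1.98 ± 0.32) and lower with ANIT (-2.38 ± 0.63), MDA (-1.72 ± 0.47) and ConA (-1.75 ± 0.49). The fall of Acta2 with ANIT did not pass the threshold with the range of replicate numbers as a covariate (-1.94, adjusted p 0.06). Cyp2e1 had a log2 fold change of -3.46 ± 0.20 with CCl4, from 2578 ± 167 (SD, n = 2) to 230 CPM. Its fall with GAL, -0.57 ± 0.15, became a rise of 0.19 with scaling to the library total. Abcc4 rose by 5.67 ± 0.27 with CCl4. Cxcl10 was called higher with APAP at 2.09 ± 0.78, a value that rested on 1 of 6 mice and was -1.08 when the mice numbered 1 were left out of both groups. Differences between compounds were not tested.

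**Figure D3:**
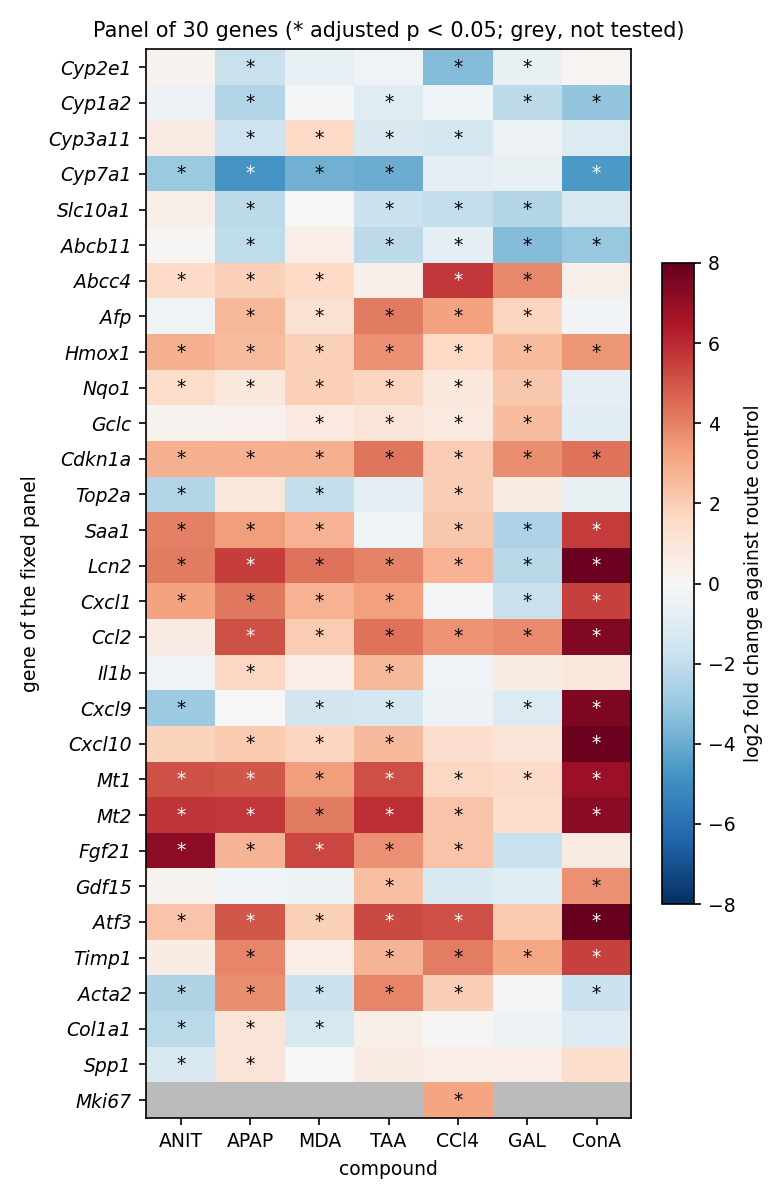
Log2 fold change of the 30 panel genes (vertical axis) for each compound against its route control (colour; asterisk, adjusted p under 0.05; grey, not tested). Hmox1, Cdkn1a and Mt1 are higher with all 7 compounds, and Mki67 was tested only for CCl4.

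Marker scores of 10 liver cell types, the mean centred log2 expression of 5 to 7 marker genes, were compared by two-sided exact permutation tests. Of the 40 scores of the gavage compounds, 15 passed an adjusted p of 0.05, 7 higher and 8 lower, and 19 passed unadjusted. The count moved most with all 17 vehicle mice as controls, to 20. TAA had 5 and MDA 6 of these, and ANIT and APAP 2 each. The neutrophil score rose by 3.22 with TAA, to 2.22 ± 0.66 (SD, n = 5), where the controls had an SD of 0.60 (n = 13; exact p 0.000233, adjusted 0.00233, the smallest p that these group sizes allow). It rose by 1.33 with APAP (adjusted exact p 0.0238) and by 1.02 with MDA (adjusted exact p 0.0238). The monocyte score rose by 1.48 with TAA and 1.40 with APAP, and the cholangiocyte and B cell scores rose by 0.68 and 0.76 with TAA. The cholangiocyte rise came largely from Sox9, whose mean went from 1.51 to 12.2 CPM. Krt7 (0.928 to 1.67) and Epcam (1.08 to 2.56) rose less, and Krt19 (2.82 to 2.36) and Cldn7 (0.952 to 0.912) did not rise. The sinusoidal endothelial score was lower with TAA (-0.69) and MDA (-0.37). The MDA group also had lower stellate (-0.78), B cell (-0.39), hepatocyte (-0.35) and T cell (-0.25) scores, and the ANIT group lower B cell (-0.38) and hepatocyte (-0.34) scores. These hepatocyte falls came mainly from Ttr and Fabp1. Mean Ttr was 4818 CPM in gavage controls, 2258 with ANIT and 2346 with MDA, and mean Fabp1 4015, 1665 and 1949. Mean Alb (46135, 47294 and 52327) and Apoa1 (10902, 12411 and 12773) did not fall, so the scores do not show a general loss of hepatocyte transcripts.

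These scores depended on the replicate numbers of the controls. Gavage mice numbered 1 to 4 had a Kupffer cell score of -0.46 ± 0.10 (SD, n = 4) and those with higher numbers 0.63 ± 0.21 (SD, n = 9), and the 4 lay below all 9 (exact p 0.0028, the smallest possible; adjusted 0.00932 over 10 scores). They also had lower neutrophil (-0.70), monocyte (-0.78), NK cell (-0.25) and T cell (-0.23) scores and a higher hepatocyte score (0.40), each with an adjusted exact p under 0.05. With permutation within the numbers 1 to 4 and within the numbers above 4, 15 of the 40 scores passed (8 higher, 7 lower), 13 of them among the 15 above. APAP then had 3, MDA 6 and TAA 6, with the hepatocyte score of APAP (-0.34) and the T cell score of TAA (0.21) added. ANIT had 0, and 3 at an unadjusted p under 0.05, so its falls in B cell and hepatocyte score did not pass within the range. Against the 4 controls numbered 1 to 4, its neutrophil score was 1.23 higher and its hepatocyte score differed by -0.62. Its Kupffer cell score was 0.46 higher, where the difference from all 13 controls was -0.31. Each of these 3 had an exact p of 0.0286, the smallest that 4 against 4 mice allow, and an adjusted p of 0.0571. The rise in neutrophil score was 1.08 and 1.85 in the lower and higher range for APAP, 1.06 and 1.39 for MDA, and 3.16 and 3.37 for TAA.

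The 30 scores of the saline-controlled compounds cannot pass 0.05, since the smallest exact p is 0.0556 for CCl4 and ConA and 0.133 for GAL. In 12 of them all treated mice lay beyond both control mice. The ConA mice had a Kupffer cell score of -2.03 ± 0.23 (SD, n = 7) against 0.40 ± 0.16 (SD, n = 2), and a cholangiocyte score of 1.14 ± 0.17 against -0.45 ± 0.29. Of the cholangiocyte markers, Sox9 differed most (mean 36.4 CPM against 1.27 in intravenous saline). Krt19, Epcam and Cldn7 were also higher, and Krt7 was lower (0.597 against 1.30). The hepatocyte score differed from the control by -1.35 with CCl4 and by -1.44 with GAL. These differences were not computed with scaling to the library total, which moved fold changes up for CCl4 and GAL and down for ConA. Alb made up 2.86% to 4.06% of the library total in GAL mice and 1.24% to 2.38% in CCl4 mice. In the 2 intraperitoneal saline mice it made up 3.98% and 2.76%. The size of the hepatocyte falls, above all with GAL, may thus depend on the scaling.

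**Figure D4:**
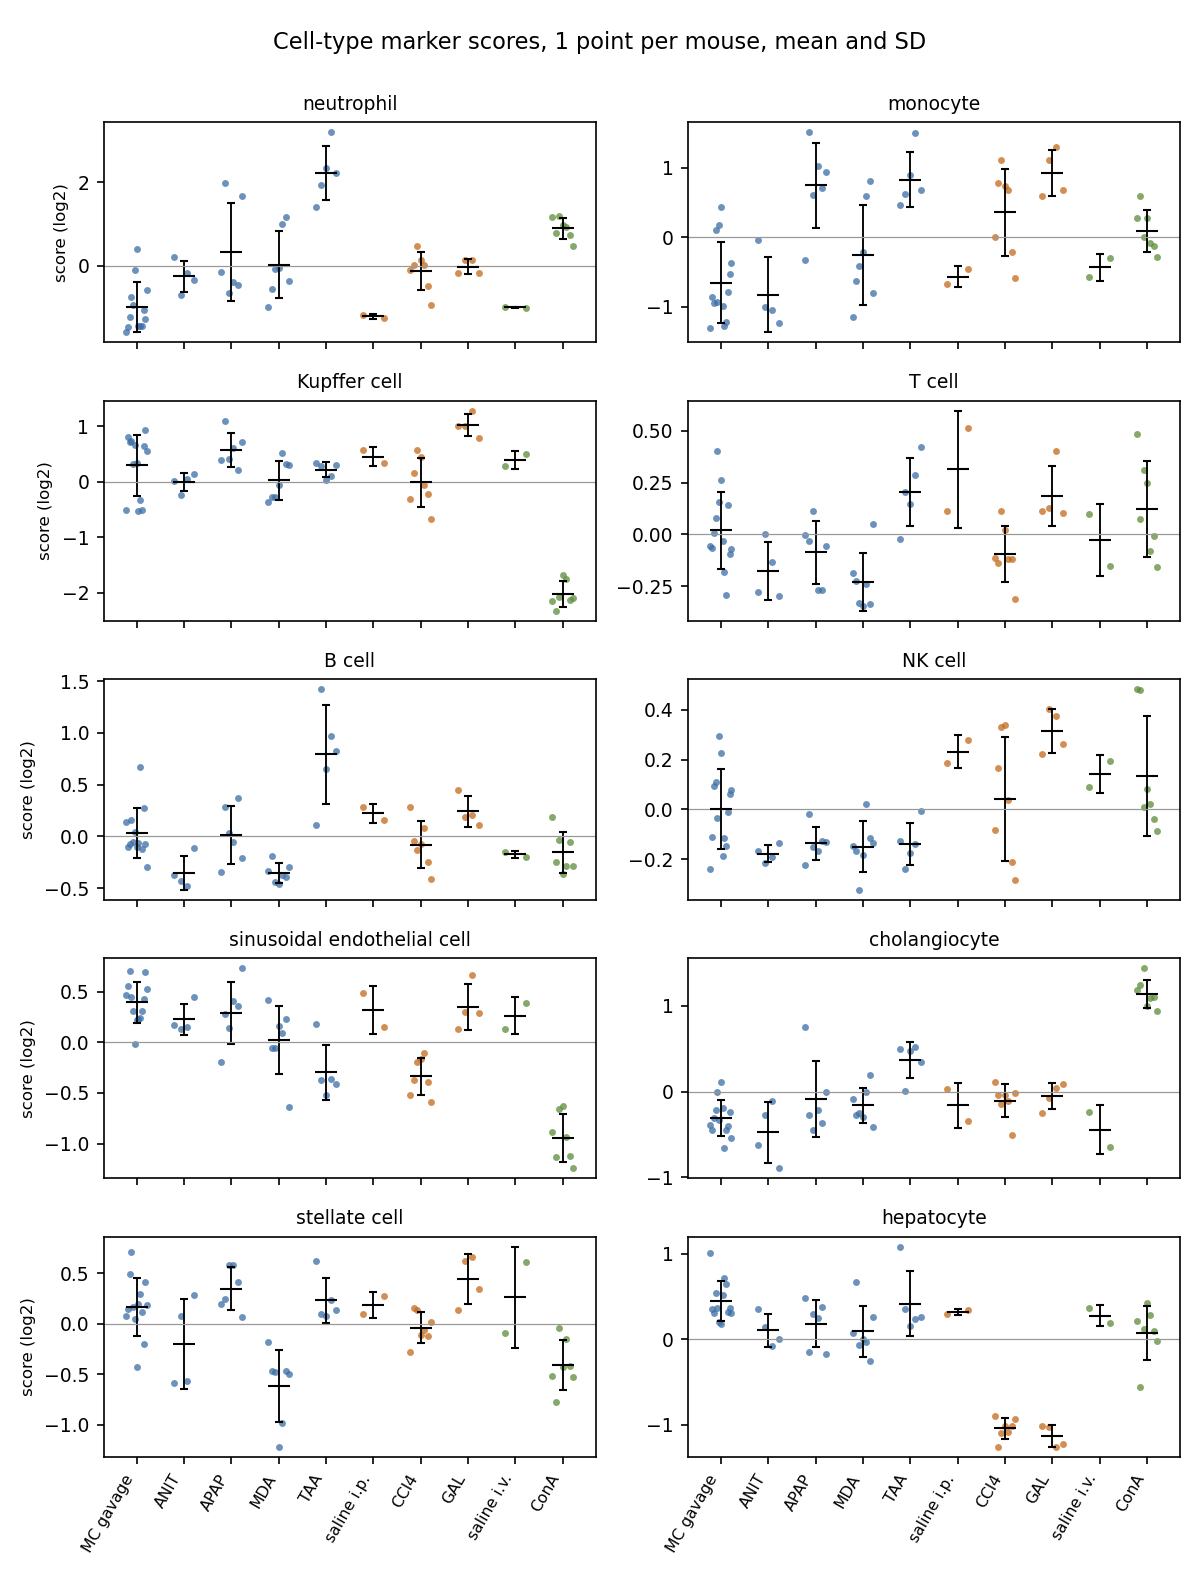
Marker score of each mouse (points; log2 scale, centred on the mean of all 57 mice) by group for 10 cell types, with group mean and SD (bars). The neutrophil score reaches 2.22 ± 0.66 in TAA livers, 3.22 above the mean of the gavage controls, and the Kupffer cell score falls to -2.03 ± 0.23 in ConA livers.

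The uniformity of each group was measured as the root mean square deviation of its mice from the group mean, per degree of freedom and gene, over 12371 genes on the log2 scale. It was 0.68 in intravenous saline, 0.67 in APAP, 0.60 in intraperitoneal saline, 0.58 in ConA, 0.55 in ANIT and 0.54 in MDA. It was 0.52 in TAA, 0.49 in gavage controls, 0.49 in GAL and 0.48 in CCl4. A pseudocount of 0.1 moved these values most, to between 0.73 and 0.94. Taken within the ranges of replicate numbers, the spread was 0.48 in gavage controls, 0.67 in APAP, 0.57 in ConA, 0.54 in MDA, 0.49 in TAA and 0.49 in GAL. The distance of treated mice from the mean of their control averaged 1.37 ± 0.02 for ConA (SD, n = 7), 1.16 ± 0.16 for GAL (n = 4), 1.05 ± 0.05 for TAA (n = 5) and 1.01 ± 0.04 for CCl4 (n = 7). It was 0.88 ± 0.25 for APAP (n = 6), 0.78 ± 0.08 for ANIT (n = 4) and 0.77 ± 0.06 for MDA (n = 7). APAP mice ranged from 0.62 to 1.25, the widest range of the 7 groups.

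**Figure D5:**
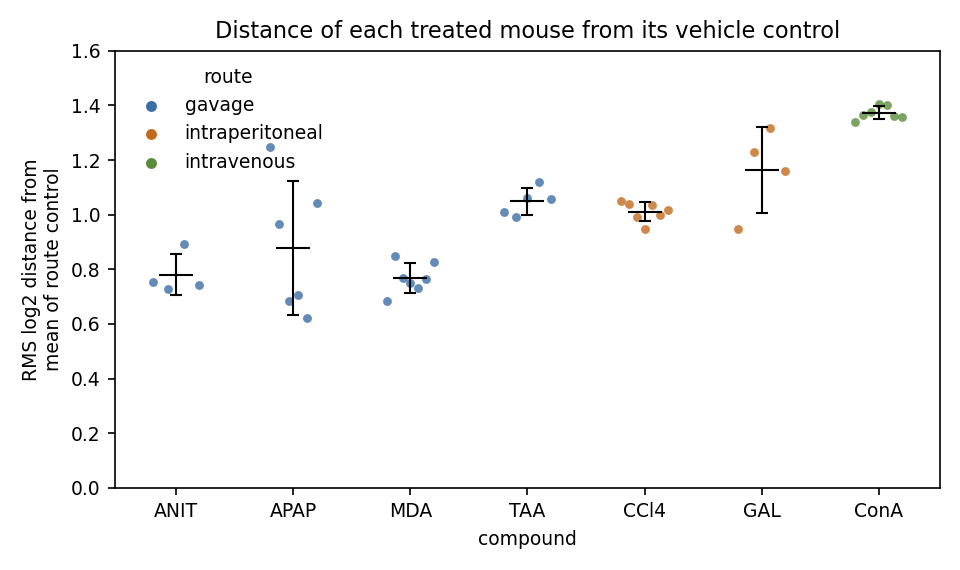
Root mean square log2 distance of each treated mouse (points, coloured by route) from the mean of its route control, with group mean and SD (bars). APAP mice spread from 0.62 to 1.25, and ConA mice lie between 1.34 and 1.41.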

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

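The groups, comparisons, marker sets and gene panel were chosen before the data were examined, whereas the test of a deviation shared by the mice numbered 1 was chosen only after its result was seen.

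In each group of 4 to 7 mice, the gap between the highest or lowest mouse and its nearest group mate was divided by the range of the group and set against Dixon's 95% critical value. Over 342 such tests, 40 mice lay beyond it, where chance gives 17.1. By kind, they were 3 of 35 library measures (1.75 by chance), 1 of 7 distances (0.35), 7 of 70 marker scores (3.5) and 29 of 230 gene values (11.5). Values of one mouse are not independent of each other, so the excess over chance counts mice more than once. APAP mouse 1 accounted for 8, TAA mouse 1 for 6, ANIT mouse 3 for 4, and ANIT mouse 1 and MDA mouse 1 for 3 each. The ratios of gap to range follow, with gene values as log2(CPM + 1).

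In the ANIT group, mouse 3 had the greatest distance from the control (0.89 against 0.75 in the next mouse, ratio 0.852). Its Hmox1 (9.14 against 7.22, ratio 0.925) and Lcn2 (11.68 against 10.84, ratio 0.930) were high, and its Cyp1a2 was low (7.29 against 8.92, ratio 0.886). ANIT mouse 1 was high in Cyp3a11 (12.81 against 9.55, ratio 0.926) and in Col1a1 (ratio 0.897). It was also the ANIT mouse with Hsd3b5 above 0 (0.49, ratio 1). ANIT mouse 4 had a high sinusoidal endothelial score (ratio 0.854).

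In the APAP group, mouse 1 was high in Cxcl1 (9.86 against 6.21, ratio 0.649), Ccl2 (8.96 against 4.85, ratio 0.734), Cxcl10 (7.67 against 3.29, ratio 0.736) and Atf3 (8.82 against 3.73, ratio 0.765). It was also high in Tbx3os1 (ratio 0.690) and in the cholangiocyte score (ratio 0.636). The same mouse was low in Acta2 (0.54 against 4.64, ratio 0.674) and in the TMM factor (0.721 against 1.11, ratio 0.732). APAP mouse 6 was high in Gm45301 (ratio 0.668).

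In the MDA group, mouse 1 was high in Cyp7a1 (6.10 against 0.14, ratio 0.978) and low in Afp (ratio 0.767) and Lcn2 (8.05 against 11.07, ratio 0.753). MDA mouse 2 was low in Cxcl9 (ratio 0.578), mouse 7 high in Col1a1 (ratio 0.666) and mouse 8 high in the T cell score (ratio 0.598).

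In the TAA group, mouse 1 was high in Slc10a1 (ratio 0.884), Saa1 (ratio 0.885), the sinusoidal endothelial score (ratio 0.777) and the hepatocyte score (1.08 against 0.35, ratio 0.788). It was low in Lcn2 (ratio 0.919) and Gm7893 (ratio 0.718). TAA mouse 7 was high in Il1b (5.62 against 2.97, ratio 0.727) and in the mitochondrial percentage (24.4 against 14.6, ratio 0.719).

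In the CCl4 group, mouse 1 had a low TMM factor (1.15 against 1.36, ratio 0.617) and mouse 6 a low cholangiocyte score (ratio 0.592). Mki67 was high in mouse 5 (ratio 0.577), Gm22270 low in mouse 11 (ratio 0.648) and Gm13775 high in mouse 8 (ratio 0.651). GAL mouse 7 had a high T cell score (ratio 0.928). ConA mouse 12 was low in Cyp3a11 (ratio 0.624) and Slc10a1 (ratio 0.657), and ConA mouse 2 was high in Fgf23 (ratio 0.590). Beyond the tests on mice numbered 1 described next, the causes of these single values were not tested, and the labels give no batch for these mice.

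Of the 36 far values in the 5 treated groups that have a mouse numbered 1, 21 belonged to that mouse, where group sizes alone give 6.67. Each of 4 explanations was tested. The deviations of the mice numbered 1 from their group means had a mean correlation of 0.0336 over 15 pairs of 6 groups, gavage controls included (one-sided permutation p 0.0704 over 10000 random choices of 1 mouse per group, with a 95th percentile of 0.0389), so no shared deviation passed the threshold. Among 300 marker scores and gene values, the mice numbered 1 were the far mouse in 19. This number was 18 after every library was thinned to the smallest total of its group, and 17 with scaling to the library total. A clock score, the mean of 6 clock output genes minus that of 3 early clock genes, differed from that of group mates by 0.26 with a two-sided exact p of 0.393 (adjusted 0.492 over 5 measures).

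The mice numbered 1 did differ in library measures. Their TMM factor was the lowest of the group in 5 of 6 groups and under the mean of group mates in 6 of 6 (mean difference -0.249, two-sided exact p 0.00068, adjusted 0.0034). The number of genes at 1 or more was lower in 6 of 6 groups by a mean of -1153 (exact p 0.00178, adjusted 0.00445), and the library total was lower in 6 of 6 (exact p 0.00641, adjusted 0.0107, mean difference -4156660 estimated counts). The mitochondrial percentage did not differ (mean difference 0.91, exact p 0.614). The counts of 18 and 17 against 19 show that the number of far values hardly changed with equal totals or another scaling. Only counts were compared, so a part of library total or scaling factor in single values is not excluded. The lower number of genes was not tested as an explanation. Because the labels name no batch, a difference in handling of the mice numbered 1 could not be tested. Apart from the time of day, no biological explanation was tested.

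The numbers of called genes in the comparisons with at least 3 mice per group were set against other splits of the same mice that part as many same-numbered pairs. The other splits mix treated and control mice. For APAP, 1 of 100 splits drawn from 880 gave as many genes, the real one, and the next highest gave 2111. For MDA, 1 of 100 drawn from 128 did, with 3302 the next highest, and for TAA 1 of 100 drawn from 160, with 3561 the next highest. For ANIT, 1 of all 16 splits did, with 1635 the next highest, and 16 splits cannot give a share under 0.05, as the smallest is 0.0625. The median of the other splits was 0 genes in each of the 4 comparisons.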

How the results depend on the processing

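The limma settings, library-total scaling, the mean filter at 1 CPM, the limit of 500 nt, leaving out the mice numbered 1, the range of replicate numbers, the block for the vehicle comparisons and marker scores and leaving out mice for the joint counts were chosen after the data were seen, and the other alternatives before the data were examined.

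With all mice, or all but the mice numbered 1, and without the block, the number of called genes stayed within 1.5 times the reported count in the settings tried for ANIT (2664 to 4335), APAP (3218 to 5378), MDA (3137 to 5579) and CCl4 (3820 to 7582). Within the replicate numbers 1 to 4, with fewer mice, the counts were 1688 for ANIT, 824 for APAP, 1292 for MDA and 2689 for TAA, and above 4 they were 2984 for APAP, 3020 for MDA and 7085 for TAA. TAA ranged from 4632 to 8704, GAL from 3081 to 8014 and ConA from 3011 to 9384. The median pairwise correlation ranged from 0.471 to 0.569, and the number of marker scores past the threshold from 14 to 20.

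With genes of a mean CPM of at least 5, TAA gave 4632 genes (4408 shared), ConA 3011 (2738 shared), intraperitoneal saline 1 and intravenous saline 0 (347 at an unadjusted p under 0.05). With all 17 vehicle mice as controls, GAL gave 8014 (4142 shared), ConA 9384 (4576 shared) and the genes common to all 7 compounds 852. An absolute log2 fold change of at least 1 left 154 common genes (45 higher, 109 lower). Array quality weights gave 3011 genes for ConA (2977 shared). The cause was not tested for any of these changes.

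Between vehicle groups, DESeq2 gave 114 genes for intraperitoneal saline (1 shared) and 75 for intravenous saline (4 shared); on simulated data 14.3% to 28.8% of its calls were false. A single fit of all 57 samples gave 29 and 1. For intraperitoneal saline, the limit of 500 nt and limma with pseudocount 1, pseudocount 0.1, quantile normalization or array quality weights gave 1 gene each. For intravenous saline, a mean CPM of at least 1 and limma with pseudocount 1, quantile normalization or array quality weights gave 2 genes each. The cause was not tested.

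The replicate number was used as a block where groups share at least 2 numbers, which name different animals. The correlation of same-numbered mice was 0.0338 for ANIT, 0.0536 for APAP, -0.0209 for MDA, 0.0274 for GAL and -0.0154 for intraperitoneal saline. The block fits called 962, 230, 2600, 3982 and 0 genes, the last with 860 at an unadjusted p under 0.05. They left 3, 3, 6, 1 and 1 residual degrees of freedom. The numbers shared with the fit without a block were 839 for ANIT, 219 for APAP, 2470 for MDA and 3070 for GAL. For TAA (check 0.117) the block gave 4869 genes, and for intravenous saline (check -0.162) 218. For CCl4 and ConA no paired analysis was possible because each shares 1 number with its control, and for the correlations and spreads because they come from no test.

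For the marker scores, the mean difference of same-numbered mice stands for the block. With 4 pairs for ANIT, APAP and TAA the smallest two-sided exact p is 0.125, so these are values without a call. The 7 pairs of MDA allow 0.0156, unadjusted, which the neutrophil (1.38), B cell (-0.46), sinusoidal endothelial (-0.42) and stellate (-0.81) scores had. The hepatocyte score (-0.46) had an exact p of 0.0469, and the T cell score (-0.16), lower at the threshold without pairing, had 0.0781. Of the scores not past the threshold without pairing, the monocyte score (0.75) had 0.0469 and the other 3 had 0.0938 to 0.781. The sign was opposite to that reported for ANIT in the monocyte (0.368) and Kupffer cell (0.455) scores, for APAP in the T cell score (0.0645) and for TAA in the Kupffer cell score (0.0722). For the 4 ANIT pairs these are also the values within the numbers 1 to 4 (-0.175 and -0.306 as reported). The Kupffer cell score of gavage mice numbered 1 to 4 differed by -1.10 from that of the other 9, so the ANIT value depends on which controls are used. The other causes were not tested. With the numbers 1 to 4 and above kept apart, 15 scores passed, as without it, and 13 of the scores were the same.

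A pseudocount of 0.1 moved the spread to 0.808 in ANIT, 0.930 in APAP, 0.753 in gavage controls, 0.735 in CCl4, 0.862 in ConA, 0.882 in intraperitoneal saline, 0.943 in intravenous saline, 0.813 in MDA, 0.779 in TAA and 0.733 in GAL. The spread of the intraperitoneal and intravenous saline groups moved to 0.615 and 0.708 with a mean CPM of at least 5, and to 0.594 and 0.676 with median-of-ratios scaling. In groups of 2 no replicate error is available for the spread, so any move counts. The cause was not tested.

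Fits that each left out one mouse gave 2540 to 3976 genes for ANIT (4 fits), 6585 to 7487 for TAA (5 fits) and 2443 to 6483 for GAL (4 fits). Over 13 fits they gave 332 to 565 common genes and a median correlation of 0.459 to 0.494, and over 9 fits 14 to 15 marker scores. The spread ranged from 0.495 to 0.580 in ANIT, 0.559 to 0.697 in APAP, 0.481 to 0.499 in gavage controls, 0.455 to 0.491 in CCl4, 0.554 to 0.587 in ConA, 0.519 to 0.558 in MDA, 0.462 to 0.548 in TAA and 0.397 to 0.538 in GAL. Leaving out a saline mouse leaves 1 control, so no calls were made there.

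Of 180 values of named genes, 132 kept direction and side of the threshold in each setting in which they were tested, block and leave-one-out fits aside, and 177 kept their direction. Several settings held fewer of the 180: 142 with a mean CPM of at least 5, 132 without the mice numbered 1, 103 with the range of replicate numbers, 168 with the limit of 500 nt, 173 with a mean CPM of at least 1 and 178 with all 17 vehicle mice. Of 70 marker scores, 33 did not change and 64 kept their direction, where the range of replicate numbers covered 40. Mup22 in GAL was -0.022 with all 17 vehicle mice (17.39 as reported). Cxcl10 in APAP was -0.0087 with quantile normalization, -0.72 with array quality weights and -1.08 without the mice numbered 1 (2.09 as reported). The value without those mice shows that its rise rested on APAP mouse 1. Cyp2e1 in GAL was 0.19 with the library total alone and 0.37 with quantile normalization (-0.57 as reported). The Kupffer cell score in APAP was -0.226 with the set median, the B cell score in APAP 0.0465 with unit SD, the stellate score in TAA -0.0104 with pseudocount 0.1, and the hepatocyte score in TAA 0.00206 with all 17 vehicle mice. These 4 score differences did not pass the threshold as reported, and the cause was not tested. Among named genes, the single fit of 57 samples left 30 of 180 short of the threshold and DESeq2 5 of 180. The replicate block left 39 of 127 short. Of the fits without one treated mouse, that without GAL mouse 4 left the most short, 7 of 24, and each TAA fit left 0 of 29.

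The depth limits genes that are at or under 3 estimated counts in a whole group. For these a fold is set against that floor, and it is not a lower bound in short genes. In the simulations, recovery was lower for CCl4, GAL and ConA, which have 2 control mice each (77.9%, 50.3% and 64.3%), than for the gavage comparisons. The number of controls was not varied by itself, CCl4 and ConA differ at equal group sizes, and limma and DESeq2 recovered 62.3% to 87.4% on the same data with more false calls (3.33% to 28.8%), so the number of controls is not shown to be the cause.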

Other observations

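The tests of shared control mice, of short genes, of random gene sets, of the scaling for CCl4, ANIT and APAP, and of splits and a shared difference for the gavage mice numbered 1 to 4 were chosen only after the result was seen.

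Gavage controls numbered 1 to 4 differed from the other 9 in 321 genes (83 higher, 238 lower). Of 100 splits of the 13 mice into 4 and 9, drawn from 715, 1 gave as many genes, the real one, and the next highest gave 3. The split of the 4 mice numbered above 12 from the other 9, which gave 210 genes, was not among those drawn. The place of the division was itself chosen from the data. Each of 5 explanations was tested. After thinning to the smallest library total 297 genes were called (280 shared), and with scaling to the library total 766 (20 higher, 746 lower; 256 shared), so neither accounted for the difference, although its size and the balance of directions depended on the scaling. A clock score did not differ (0.54 ± 0.94, SD, n = 4, against 0.13 ± 0.93, n = 9, two-sided exact p 0.509, adjusted 0.509 over 5 measures). The 9 mice were themselves not uniform in it. Those numbered 7 to 12 had clock scores of 0.37 to 1.78, and those numbered 15 to 18 of -1.13 to -0.31. This difference was not tested, and time of day was not examined for the division after number 12. The TMM factor (0.836 ± 0.123 against 1.02 ± 0.0634, exact p 0.00559, adjusted 0.014) and the number of genes at 1 or more (16145 ± 364 against 17153 ± 370, exact p 0.0028, adjusted 0.014) were lower in the mice numbered 1 to 4. The mitochondrial percentage (18.9 ± 2.61 against 13.6 ± 3.67, exact p 0.0364, adjusted 0.0606) and the library total (18485100 ± 2492310 against 22186600 ± 3487790, exact p 0.0811, adjusted 0.101) did not pass the threshold when adjusted. Without the mouse numbered 1 the count fell to 145, past the limit set beforehand for this explanation, although comparing 3 with 9 mice might also lower it. Of these genes 133 were shared, so that mouse alone did not account for them. In the 5 treated groups with at least 2 mice on each side, the difference between low and high numbers was correlated across genes with that in the controls at a mean of 0.146 (one-sided permutation p 0.0007 over 10000 random splits, 95th percentile 0.0806). By group, r was 0.290 in MDA (one-sided exact p 0.0286), 0.199 in TAA (0.1), 0.103 in ConA (0.0857), 0.0925 in APAP (0.2) and 0.0470 in GAL (0.333). Mice with low and high numbers may thus have differed in some way common to several groups, a hypothesis found and tested on the same data. The labels give no date or batch, so a difference in handling cannot be told apart from one between animals.

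Scaling to the library total in place of TMM shifted the share of higher calls by more than 10 points for GAL, CCl4, ConA, ANIT and APAP. With TMM, the share was 44.9%, 53.6%, 49.3%, 49.5% and 54.3%. With the total of all but mitochondrial genes it was 88.7%, 83.1%, 27.4%, 26.01% and 72.0%, so mitochondrial transcripts did not account for the shift. When the 200 most abundant nuclear genes were also left out of the total, the share was 79.9% for GAL, 68% for CCl4, 39.96% for ConA, 37.8% for ANIT and 72.8% for APAP, within 10 points of TMM for ConA alone. These genes held 63.8% ± 3.32 of nuclear counts in ConA mice (SD, n = 7) against 55.7% ± 1.97 in intravenous saline (n = 2), and 50.3% ± 2.91 in GAL mice (n = 4) against 58.2% ± 3.40 in intraperitoneal saline (n = 2). Their share was 48.7% ± 2.44 in CCl4 mice (n = 7), and 60.97% ± 1.10 in ANIT mice (n = 4) and 58.7% ± 3.66 in APAP mice (n = 6) against 58.2% ± 2.90 in gavage controls (n = 13). Leaving these genes out moved the share of higher calls towards that with TMM for ConA, CCl4, ANIT and GAL and not for APAP. A few abundant genes may account for part of the shift in these 4 compounds. TMM itself trims extreme genes, so an approach to its share may be partly built in and does not show the cause. The rest, and the shift for APAP, remain open.

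A pericentral score minus a periportal score (10 and 9 genes) was compared by two-sided exact permutation tests, adjusted over 4 tests. A fall had been predicted for APAP and TAA and a rise for ANIT and MDA. APAP differed from its control by -1.50 (adjusted p 0.00265; 5 of 6 mice below all 13 controls), as predicted. TAA differed by 0.46 (adjusted p 0.0268; 1 of 5 mice below the control mean), ANIT by -0.82 (adjusted p 0.00448; 4 of 4 below) and MDA by -0.88 (adjusted p 0.00206; 7 of 7 below), each opposite to the prediction. The pericentral and the periportal part were both lower than in the control for all 7 compounds, with differences of -2.67 and -1.17 for APAP, -1.10 and -1.57 for TAA, -1.01 and -0.20 for ANIT, -1.31 and -0.42 for MDA, -2.02 and -1.70 for CCl4, -1.58 and -2.86 for GAL and -1.01 and -0.89 for ConA. The positive difference of TAA thus came with a larger periportal fall and no pericentral rise. Within the replicate numbers 1 to 4 and above 4, the differences were -0.97 (exact p 0.286, where 0.0571 is the smallest possible) and -2.002 (exact p 0.00909) for APAP, 0.54 (0.133, the smallest possible) and 0.42 (0.191) for TAA, and -0.99 (0.0286) and -0.71 (0.0455) for MDA. For ANIT, with mice in the lower range alone, it was -0.78 (0.0286). The TAA difference thus passed the threshold in neither range, and that of APAP in the higher range alone. Leaving out each gene in turn gave -1.72 to -1.33 for APAP, 0.33 to 0.75 for TAA, -0.95 to -0.65 for ANIT and -1.03 to -0.70 for MDA. With median-of-ratios scaling the differences were -1.49, 0.47, -0.81 and -0.88. The other compounds, which 2 control mice cannot bring past the threshold, gave -0.32 for CCl4, 1.28 for GAL and -0.11 for ConA.

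The correlation of the ANIT and MDA responses was taken across genes, which are not independent replicates. It was 0.73 when the compounds were set against control mice that are not shared, and 0.72 with shared controls. A correlation of this size was thus present without shared control mice. How much sharing adds cannot be told, because pairs without gavage controls also moved in that setting. CCl4 and GAL went from 0.75 to 0.72, and GAL and ConA from 0.42 to 0.44. With shared controls, r for ANIT and MDA ran from 0.70 (all 17 vehicle mice) to 0.80 (limma, pseudocount 1).

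Among calls with an absolute log2 fold change of at least 8 against saline mice, 39.0% lay in genes under 500 nt, against 1.87% of all calls of these comparisons, a ratio of 20.8. Lengths were known for 94.1% of the former. Presence or absence of a few reads in short genes may account for such fold changes. The same percentages were 44.1% and 1.38% against the 13 gavage mice, so the pattern is not limited to small control groups.

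The 6 APAP mice lay at unequal distances from their control, and a pair of relations was tested with exact permutations in a family of 3. Distance and correlation with the mean TAA response had a Spearman's rho of 0.714 (exact p 0.136, adjusted 0.204) and a Pearson's r of 0.892 (exact p 0.0667, adjusted 0.1), and r was 0.966 without the 2 farthest mice (n = 4). Distance and library total had a rho of -0.0286 (exact p 1, adjusted 1) and an r of -0.190 (exact p 0.683, adjusted 0.683), and r was 0.657 without the 2 farthest mice. Neither relation passed the threshold set for it. The mice also fall into 3 at 0.62 to 0.71 and 3 at 0.97 to 1.25, so neither relation can be told apart from a difference between these sets. The 3 mice numbered 1 to 4 lay at 0.88 ± 0.32 (SD) and the 3 with higher numbers at 0.88 ± 0.22, and 3 mice are too few to repeat the relations within each range.

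Ddx3y ranged from 2.75 to 6.03 CPM over the 13 gavage controls, a ratio of 2.19. Among these controls the range was less than the many-fold range that had been supposed. The intravenous saline controls differed more widely. Their mice 7 and 8 had 59.1 and 543 estimated counts, at library totals of 27962683 and 35075809. Over all mice, treated mice included, Ddx3y ran from 1.94 to 17.5 CPM. The relation with other Y-linked genes was tested in the gavage controls alone. Over the 13 gavage controls, Ddx3y rose with the mean of Uty, Kdm5d and Eif2s3y. Spearman's rho was 0.775 (two-sided permutation p 0.00294, adjusted 0.00882). Pearson's r was 0.891 (permutation p 0.0001, adjusted 0.0003, over 100000 permutations). Without the 2 farthest mice r was 0.902 (n = 11). Within the replicate numbers 1 to 4, rho was 0.400 (n = 4; exact p 0.75), and above 4 it was 0.833 (n = 9; permutation p 0.0078). Of 10000 random sets of 3 genes matched on mean expression, a share of 0.0173 had as high a rho, so variation common to all genes did not account for the relation. Y-linked genes may vary together between these mice, a hypothesis found and tested on the same data. The labels name no batch, and a difference in handling was not tested.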
